A study of Mus musculus with 12 samples. Its data were reported in "Differential abilities to engage inaccessible chromatin diversify vertebrate Hox binding patterns" (2020).

How the data were processed

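Accessible chromatin was measured by ATAC-seq in mouse embryonic stem cells that were differentiated as embryoid bodies (EBs) towards motor neurons with retinoic acid (RA, 1 µM) and the Hedgehog pathway agonist SAG (0.5 µM). The labels gave 12 samples in 6 groups with 2 samples per group. These were EBs before patterning, progenitors after 2 days of RA and SAG, and 4 groups at day 4. Of the day 4 groups, iHoxc6, iHoxc9 and iHoxc10 carried a Flag-tagged Hox transgene that was switched on with doxycycline (Dox, 3 µg/mL) for the last 48 h, and the control received no Dox.

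Per the methods of the study, the authors mapped paired-end reads to the mouse genome (mm10, GRCm38) with Bowtie2 and called accessible domains with DomainFinder. Per the series description, each list was made from both replicates together. The deposited lists hold start and end coordinates of domains in bp and no height, read count or p-value per domain. One list per group was deposited, so no value per replicate, no spread between replicates and no test across replicates could be had. Read depth is unknown. The list of the no Dox control has 6 columns, 3 more than the others, its additional columns are constant, and its name carries another day than its label. It may have been called with other settings, and the label was used here. Per the labels, EBs and progenitors came from the parental line, while the no Dox control came from the iHoxc6 line and was added in another series of sample records. Cell line, sequencing series and possible calling settings are therefore confounded with the comparison of the control against the other groups. Cell line is also confounded with the comparison of progenitors against the day 4 groups, none of which came from the parental line.

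Starts were read as in the BED format and coordinates are printed counting from 1. The base of the starts was not stated, so positions are uncertain by 1 bp. Domains on chromosomes 1 to 19, X and Y were used without merging, and domains on the mitochondrial and unplaced sequences were counted separately. Genes and transcription start sites (TSS) were taken from GENCODE M21 on GRCm38, patch release p6. Computations used Python 3.11.15, NumPy 2.4.6, SciPy 1.17.1, bedtools 2.31.1 and samtools 1.23.1, and plots were drawn with Matplotlib 3.10.9.

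A pair of domains counted as shared when they overlapped by at least 1 bp. Shares are given with 95% Wilson confidence intervals, which cover the counting of domains only and not variation between samples. The overlap that chance gives was taken from 100 circular shifts of one list within each chromosome. Induction-associated domains were those of an induced list that overlapped no progenitor domain and no no Dox domain. Lost domains were progenitor domains also held by no Dox that overlapped no domain of an induced list. Induction-associated domains of the 3 induced lines were merged into regions, and each region was assigned to the lines that held it; a private domain lay in a region held by 1 line. Because all lines were compared with the same lists, sharing was set against 100 simulated draws. In these, every region was detected in each line with a probability equal to the share of 5 lists (day 2 and day 4) that held it.

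Matches to the central Hox consensus TAATDR and the posterior Hox consensus HHATAAA were counted on both strands and had to lie wholly inside a domain. Their density was compared with 10000 random lists of equal size drawn from domains of the same line that overlapped a progenitor domain, matched on GC content and width in 5 by 5 bins. The percentile among random lists describes these lists and is no p-value across samples. A local comparison set the central 200 bp of each domain against windows 5 kb to either side, unweighted and with the windows weighted to equal GC content in 20 bins with 200 bootstrap draws. Promoters were TSS ± 1 kb of protein-coding genes. Hox clusters ran from the first to the last Hox gene with 5 kb added on each side. The covered length of the 4 clusters in an induced list, relative to no Dox, was compared with 10000 random sets of 4 windows whose no Dox coverage was 0.8 to 1.25 times that of the clusters.

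The overlap, merging and motif code was checked against planted overlaps, bedtools and regular expressions. Simulated data and the deposited induced and progenitor lists were used, 13 checks were run and 0 differed. Of 100 simulated lists of 2000 domains without a change, 6 lay outside the central 95% of matched random lists. A planted 1.5-fold rate was found above the 97.5th percentile in 100 of 100 such lists, with a mean ratio of 1.51.

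The comparisons, their tests, most alternatives and the rules for named genes and sites were fixed before the data were examined. The genes were the 39 Hox genes, 15 fixed genes, and for each line the 5 genes with the most private domains per 100 kb of the gap between neighbouring TSS. The sites were the 3 widest private domains of each line. Chosen after seeing the data were the width classes, the alternatives that kept domains at least 150 bp wide, the overlap of narrow domains with other induced lists, the local motif comparison, the random windows for Hox clusters, the coverage of coding exons, and other rankings of genes. Alternatives covered the overlap definition, list length, domain width, the lists a domain had to be absent from, promoter definition, motif definition, matching and cluster flanks. Lists were brought to equal length by keeping the widest 56232 domains of each, the length of the shortest list. Reads, binding data and expression data of the study were not used here.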

Results

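Chromatin accessibility was profiled by ATAC-seq at 3 stages of motor neuron differentiation: in EBs before patterning, in day 2 progenitors, and at day 4 after 48 h of Dox-induced Hoxc6, Hoxc9 or Hoxc10 or without Dox. Each of the 6 groups had 2 samples and 1 list of accessible domains made from both, so values below have no replicate error and differences between lists could not be set against the spread between replicates. Intervals of shares are 95% Wilson intervals for the counting of domains only. Intervals of motif ratios against windows 5 kb away are 95% intervals of these ratios, from bootstrap draws where windows were weighted. The lists held 94875 domains in EBs, 87916 in progenitors, 88806 without Dox, 91181 in iHoxc6, 63504 in iHoxc9 and 56232 in iHoxc10. They covered 23.1, 25.7, 29.7, 24.8, 17.8 and 20.1 Mb, in the same order. Median widths lay between 129 bp, in EBs and iHoxc6, and 212.5 bp in iHoxc10. Domains under 50 bp made up 36.5% (36.2 to 36.8) of the iHoxc6 list, 30.2% (29.9 to 30.6) of the iHoxc9 list and 15.7% (15.4 to 16.0) of the iHoxc10 list. In the uninduced lists they made up 33.0% in EBs, 34.3% in progenitors and 28.4% without Dox. The smallest gap between neighbouring domains was 201 bp in 4 of the lists, 103 bp in progenitors and 37 bp in the no Dox list. When only domains at least 212.5 bp wide were kept, the counts ranged from 25272 in iHoxc9 to 37616 without Dox, and iHoxc10 (28116) exceeded iHoxc9.

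The induced genes were examined first, as a check on the labels. Domains of the iHoxc6 list covered 77.2% of the 705 bp of Hoxc6 coding sequence and 0% of its intron, whereas the EB, progenitor, no Dox and iHoxc10 lists covered none of the coding sequence and iHoxc9 covered 10.8% together with 26.1% of the intron. The iHoxc10 list covered 45.6% of the 1026 bp of Hoxc10 coding sequence and 0% of its introns, and none of the other lists covered any. At Hoxc9 (780 bp of coding sequence) the iHoxc9 list covered 60.0%, but the progenitor list covered 62.7%, the EB list 29.9%, the no Dox list 17.9% and the iHoxc6 list 5.77%. Of the Hoxc9 intron sequence the progenitor list covered 4.87%, and the iHoxc9 list and all others covered 0%. The lists do not separate the native gene from the transgene copy, so a domain on the coding exons of the gene induced in that line cannot be assigned to the native locus. This does not apply to introns, to the other genes, or to lists of uninduced parental cells. This coverage was chosen as a measure after domains in the HoxC cluster had been seen.

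The comparison of EBs with progenitors addressed how patterning changed accessibility before any induction. Of the progenitor domains, 44.6% (44.3 to 44.9) overlapped an EB domain, against a mean of 1.96% after circular shifts. The base-pair Jaccard index was 0.382. New in progenitors were 48719 domains, and 54412 EB domains had no counterpart in progenitors. Width moved these counts most: among domains at least 500 bp wide, 2695 were new and 1179 were lost, so the order of new and lost reversed.

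Progenitors were then compared with each day 4 group, to show how far accessibility moved with and without induction. The share of day 4 domains that overlapped a progenitor domain was 55.1% (54.8 to 55.4) without Dox, 53.9% (53.6 to 54.3) in iHoxc6, 62.0% (61.6 to 62.4) in iHoxc9 and 68.7% (68.3 to 69.1) in iHoxc10. After circular shifts the means lay between 1.91% and 2.2%. Domains new at day 4 numbered 39881 without Dox, 42007 in iHoxc6, 24129 in iHoxc9 and 17591 in iHoxc10. Progenitor domains without a counterpart numbered 37921, 39287, 50299 and 49783 in the same order. Restricting to domains at least 500 bp wide moved the counts most, to 787, 412, 538 and 547 new domains, with iHoxc6 the lowest. In lists of equal length iHoxc6 was again the lowest, with 17259 against 17664, 22107 and 20933 without Dox, in iHoxc9 and in iHoxc10.

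Induction-associated domains were those absent from both progenitors and the no Dox control. There were 30455 in iHoxc6 (33.4% of its list, 33.1 to 33.7), 16499 in iHoxc9 (26%, 25.6 to 26.3) and 10397 in iHoxc10 (18.5%, 18.2 to 18.8). EBs held 8.35%, 8.63% and 9.07% of them. Most were narrow, with median widths of 40, 44 and 57 bp against 236, 207 and 275 bp for the remaining domains of each list. Domains under 50 bp accounted for 23587 of those in iHoxc6, 10168 in iHoxc9 and 4564 in iHoxc10. At widths of 500 bp or more, 30 domains were induction-associated in iHoxc6 (0.188% of domains of that width, 0.132 to 0.269), 215 in iHoxc9 (1.84%, 1.61 to 2.09) and 106 in iHoxc10 (0.762%, 0.631 to 0.921). The order of the lines depended on width and list length. With lists of equal length the counts were 9066 in iHoxc6, 15252 in iHoxc9 and 13346 in iHoxc10, and iHoxc9 was above iHoxc6.

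**Figure D1:**
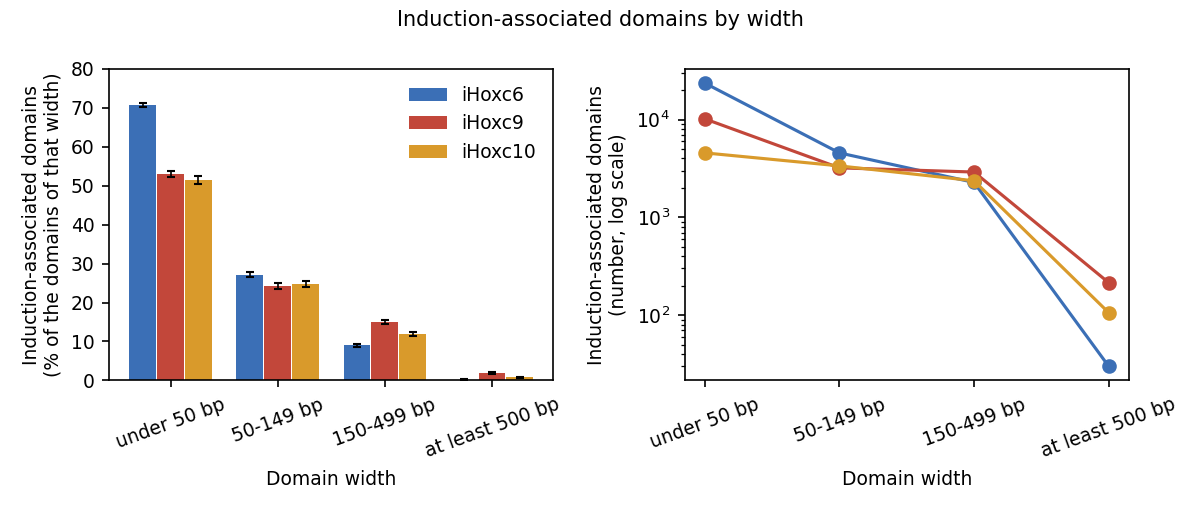
Induction-associated domains by width class (bp, horizontal axes) for the 3 induced lines, as the percentage of domains of that width (left, bars with 95% Wilson intervals for domain counting) and as their number (right, log scale). Under 50 bp the share was highest in iHoxc6 (70.9%), and at 500 bp or more it was highest in iHoxc9 (1.84%).

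Narrow induction-associated domains recurred less often in another induced list than wide ones. Under 50 bp, 7.52% (7.19 to 7.86) of those in iHoxc6 overlapped a domain of iHoxc9 or iHoxc10, against at most 1.25% after circular shifts. For iHoxc9 the share was 15.5% (14.9 to 16.3) and for iHoxc10 17.7% (16.6 to 18.9). At 500 bp or more it was 56.7% (39.2 to 72.6), 67.0% (60.4 to 72.9) and 88.7% (81.2 to 93.4).

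Sharing among lines asked whether the 3 factors opened common regions. Merging gave 51998 regions, of which 26612 were held by iHoxc6 only, 12451 by iHoxc9 only and 6943 by iHoxc10 only. The lines iHoxc6 and iHoxc9 shared 1839 regions, iHoxc6 and iHoxc10 shared 1496, and iHoxc9 and iHoxc10 shared 1470. All 3 lines held 1187. Lists simulated without differences between lines gave means of 1930, 1925 and 1925 regions for the pairs and 767 for all 3 (lowest draw 701, highest draw 825). Of the smaller set in each pair, 17.9% of regions were shared by iHoxc6 and iHoxc9 against 24.4% in the simulation, 24.2% by iHoxc6 and iHoxc10, and 23.9% by iHoxc9 and iHoxc10. The simulation did not match the lists, since it gave means of 6477, 6477 and 6468 regions held by iHoxc6, iHoxc9 or iHoxc10 only. Whether a pair or all 3 lines shared more than their common controls produce therefore could not be judged from it. The base-pair Jaccard index was 0.0953 for iHoxc9 and iHoxc10, 0.0486 for iHoxc6 and iHoxc9 and 0.0521 for iHoxc6 and iHoxc10. The simulated means were 0.188 to 0.189. In the simulation a merged region held by both lines counted as shared over its whole width, which raises the index. Observed and simulated indices therefore cannot be compared. With only domains at least 500 bp wide the counts moved most, and the largest set then was the 99 regions of iHoxc9 and iHoxc10, against 13 held by iHoxc6 only.

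Loss after induction was measured on the 49995 progenitor domains that the no Dox control also held. Of these, 7032 (14.1%, 13.8 to 14.4) were lost in iHoxc6, 15007 (30.0%, 29.6 to 30.4) in iHoxc9 and 14186 (28.4%, 28 to 28.8) in iHoxc10. All 3 lines lost 4736, and 602, 4179 and 3410 were lost in iHoxc6, iHoxc9 or iHoxc10 only. The ratio of iHoxc9 to iHoxc6 was 2.13, and 2.06 with lists of equal length. The no Dox control shares its cell line with iHoxc6 alone. Among all progenitor domains, for which the control was not used, the ratio was 1.28. Counting only domains at least 500 bp wide moved the counts most, to 196, 1210 and 808.

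Promoters held 20.7% of EB domains, 20.6% of progenitor domains, 20.7% without Dox, 20.2% in iHoxc6, 26.2% in iHoxc9 and 27.6% in iHoxc10. Among induction-associated domains the share was 6.43% (6.16 to 6.71) in iHoxc6, 5.24% (4.91 to 5.59) in iHoxc9 and 5.47% (5.05 to 5.93) in iHoxc10. Lost domains were at promoters in 12.9%, 11.6% and 11.5% of cases, against 30.8% of the domains held by both progenitors and no Dox. Widening promoters to 5 kb on each side moved these shares most, for example to 18.5%, 13.7% and 15.8% of the induction-associated domains.

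Motif density asked whether domains tied to a line carried the sequence its factor prefers. In iHoxc9 private domains the posterior consensus HHATAAA had 4.52 matches per kb against 1.87 in matched random lists, a ratio of 2.42. In iHoxc10 private domains it had 2.04 per kb against 1.27 (ratio 1.61). The iHoxc6 private domains had 1.04 per kb against 1.03, a ratio of 1.01 at percentile 66.9 of the random lists. All iHoxc6 induction-associated domains, which include those shared with other lines, had 1.41 per kb against 1.12, a ratio of 1.26. That ratio was 2.26 in iHoxc9 and 1.92 in iHoxc10 induction-associated domains. The central consensus TAATDR had ratios of 1.17 in iHoxc6, 1.39 in iHoxc9 and 1.23 in iHoxc10 private domains. Domains shared by iHoxc9 and iHoxc10 had posterior ratios of 2.21 in the iHoxc9 list and 2.51 in the iHoxc10 list. Apart from the posterior consensus in iHoxc6 private domains, each of these densities was above all 10000 random lists. Without matching the ratios moved most, to 5.01 for the posterior consensus in iHoxc9 private domains. The iHoxc6 private posterior ratio fell on either side of 1: it was 0.985 with the shorter strings TAAT and ATAAA, 0.990 away from promoters, and 1.08 in the central 200 bp of domains. The difference between lines was not itself tested.

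**Figure D2:**
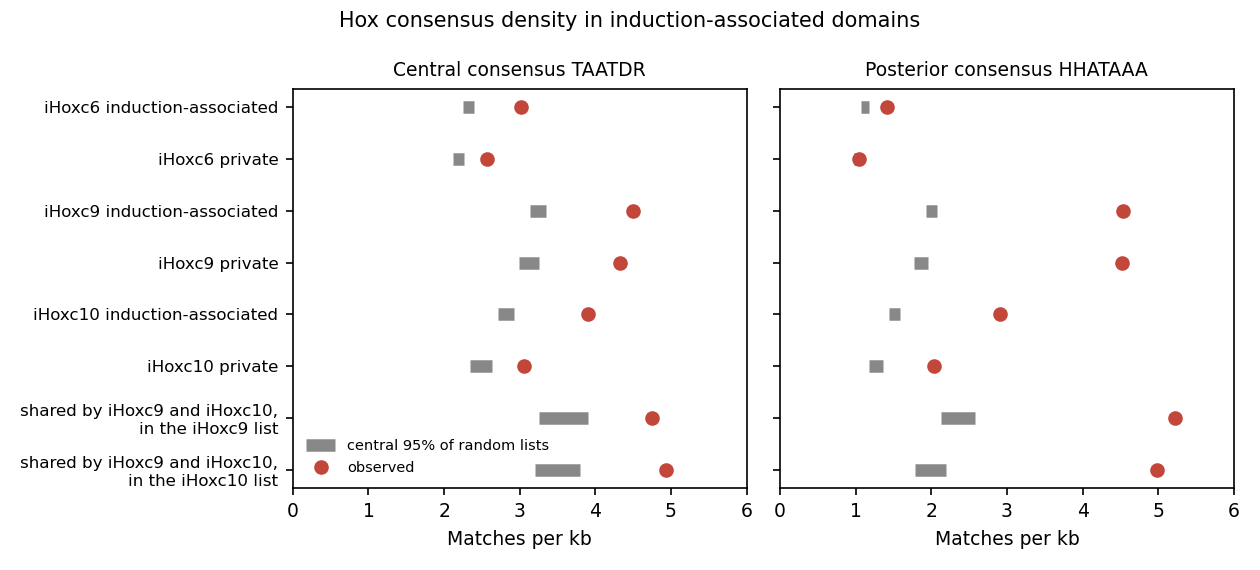
Matches per kb (horizontal axis) of the central consensus (left) and the posterior consensus (right) in induction-associated, private and shared domains of each line; red points are observed values and grey bars the central 95% of matched random lists. For the posterior consensus, iHoxc9 private domains lay at 4.52 per kb, to the right of their bar, and iHoxc6 private domains at 1.04 per kb, where the point hides its bar.

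Against windows 5 kb away, the posterior consensus in the central 200 bp of iHoxc9 private domains had a ratio of 1.20 (1.17 to 1.23), or 1.63 (1.58 to 1.68) with windows weighted to equal GC content. Width mattered here. The ratio was 1.97 (1.87 to 2.09) at 150 bp or more and 0.994 (0.963 to 1.03) under 50 bp. In iHoxc10 private domains the posterior ratio was 0.816 (0.784 to 0.849), or 1.16 (1.11 to 1.21) after weighting, and at 150 bp or more it was 1.03 (0.931 to 1.14), or 1.34 (1.21 to 1.5) after weighting. The unweighted comparison thus did not show the excess over matched random lists seen for iHoxc10. In iHoxc6 private domains the posterior ratio was 0.652 (0.638 to 0.666), or 0.955 (0.934 to 0.980) after weighting. In iHoxc6 induction-associated domains the central consensus had a ratio of 1.43 (1.36 to 1.51) at 150 bp or more and 0.893 (0.876 to 0.910) under 50 bp, which became 1.22 (1.20 to 1.25) after weighting.

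Hox clusters were examined because the induced factors belong to them. In HoxC (GRCm38 chromosome 15, 102916103 to 103041852) there were 19 domains in EBs, 24 in progenitors, 26 without Dox, 23 in iHoxc6, 15 in iHoxc9 and 23 in iHoxc10. Domains covered 3.30%, 5.49%, 7.11%, 5.73%, 3.93% and 6.82% of it, part of which in the induced lines lay on the coding exons of the induced gene. In HoxA (chromosome 6, 52150590 to 52265880) coverage rose from 3.18% in EBs to 16.2% without Dox and was 7.74% in iHoxc9. HoxB (chromosome 11, 96189316 to 96373256) was covered to 10.1% without Dox and 2.88% in iHoxc9, and HoxD (chromosome 2, 74663310 to 74770142) to 11.6% and 4.68%. Relative to no Dox, the covered length of the 4 clusters was 0.850 in iHoxc6, 0.412 in iHoxc9 and 0.916 in iHoxc10. Random sets of 4 windows gave medians of 0.790, 0.517 and 0.674. The iHoxc9 value lay at percentile 6.23, inside the central 95% (0.377 to 0.699), so it was not separable from the genome-wide difference in covered length. The iHoxc10 value lay at percentile 99.9. Windows were drawn from a separate pool for each cluster, the smallest of which held 145. Windows could overlap each other, and the clusters themselves were not excluded. The percentiles may therefore rest on few separate loci and are approximate. Adding 50 kb on each side left the domain count of every cluster in every list within 1.5 times.

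**Figure D3:**
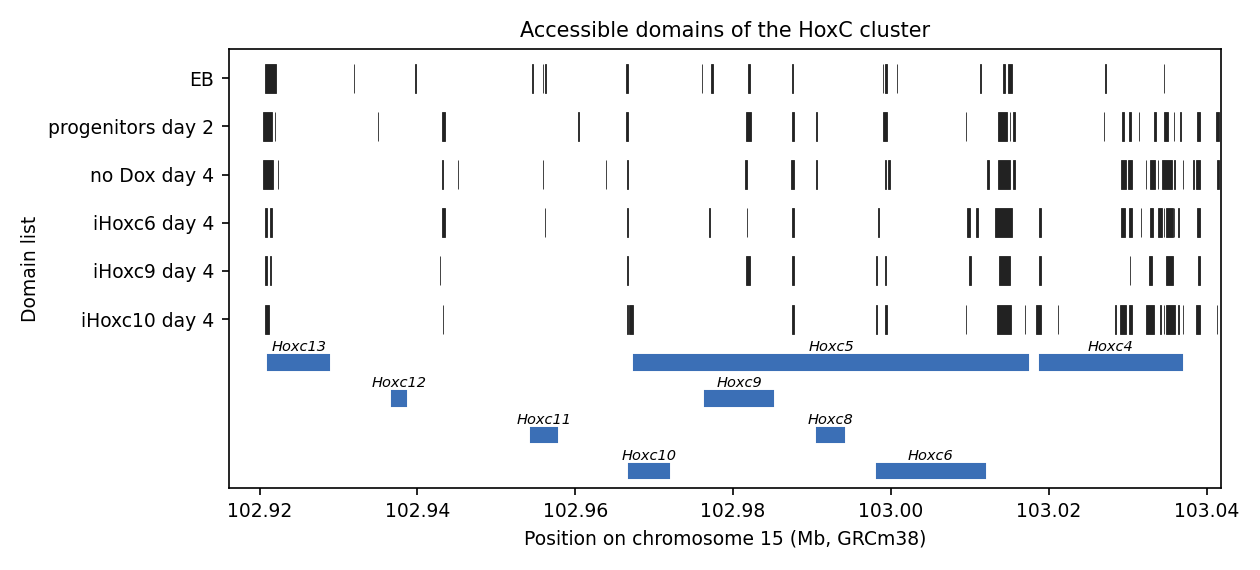
Map of the HoxC cluster (GRCm38 chromosome 15, position on the horizontal axis) with the domains of each list in its own lane and the Hox genes below. The iHoxc9 lane holds 15 domains and the no Dox lane 26.

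**Figure D4:**
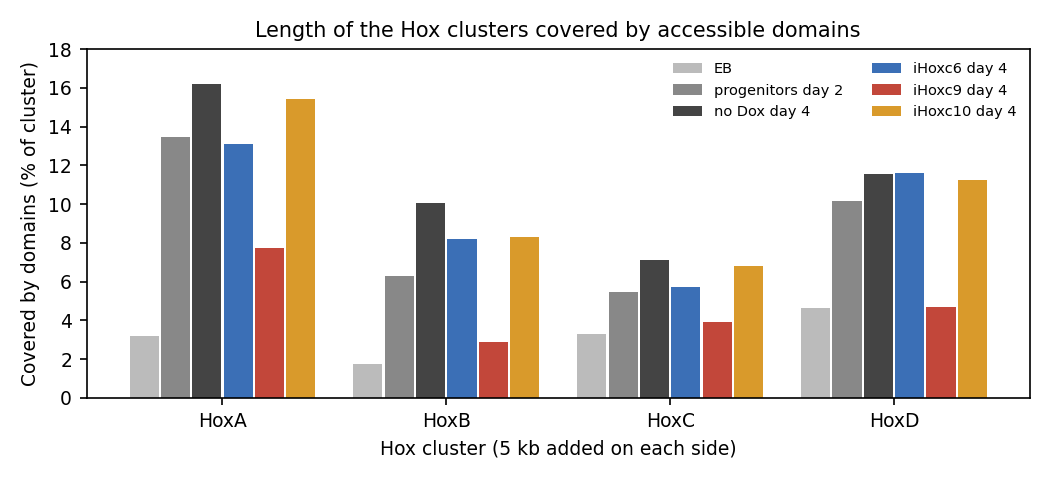
Share of each Hox cluster covered by domains (percent, vertical axis) in the 6 lists. In all 4 clusters coverage was lower in iHoxc9 than without Dox, for example 7.74% against 16.2% in HoxA.

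Among the 15 fixed genes, promoter domains at the pluripotency genes Pou5f1 (chromosome 17, 35506018 to 35510772) and Nanog (chromosome 6, 122707489 to 122714633) were found in EBs, 2 and 1 respectively, and in none of the other lists. The other 13 had a promoter domain in every list. Olig2 was nearest to 5, 3 and 3 induction-associated domains of iHoxc6, iHoxc9 and iHoxc10, Isl1 to 13, 15 and 3, Foxp1 to 18, 7 and 13, and Meis2 to 23, 8 and 11. Ranking genes by private domains per 100 kb without a minimum picked genes in very short gaps, of which the first were Zfp865 for iHoxc6 (2 domains in 5.06 kb), Slc39a7 for iHoxc9 (1 domain in 3.75 kb) and Pagr1a for iHoxc10 (1 domain in 4.61 kb). With a minimum of 5 domains, chosen after this was seen, the first were Mroh2a for iHoxc6 (12 domains, 18.3 per 100 kb), Ifi202b for iHoxc9 (8 domains, 8.97 per 100 kb) and Zfp981 for iHoxc10 (6 domains, 3.71 per 100 kb). Ifi202b and Mroh2a were in the first 5 of both iHoxc6 and iHoxc9.

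The widest private domain of iHoxc9 was 986 bp long (chromosome 1, 122501536 to 122502521), intergenic, 934 kb from the nearest TSS, of Ddx18, and held 1 central and 4 posterior matches. The next was 949 bp in an intron of Tyw1 (chromosome 5, 130327402 to 130328350), with 3 central and 4 posterior matches. The last was 818 bp in an intron of Adgrl3 (chromosome 5, 81565356 to 81566173), with 12 central and 7 posterior matches. In iHoxc10 the widest was 869 bp in an intron of Sobp (chromosome 10, 43103602 to 43104470) with 2 central and 4 posterior matches. It was followed by intergenic domains of 720 bp (chromosome 11, 40394002 to 40394721) and 691 bp (chromosome 7, 36480304 to 36480994). The former held 7 central and 4 posterior matches, and the latter 4 of each. The widest in iHoxc6 was 612 bp (chromosome 4, 147334989 to 147335600), in an intron of C230088H06Rik and Gm26624, with 5 central and 0 posterior matches. The next was 606 bp, intergenic (chromosome 17, 42029112 to 42029717), with 6 central and 7 posterior matches. The last was 548 bp in an intron of Gm49688 (chromosome 16, 88634827 to 88635374), with 1 central and 1 posterior match.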

Values the study reported

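At sites bound by HOXC6, HOXC9 and HOXC10 alike, the study reported that 55% overlapped domains accessible in progenitors, before induction. The share was 54% for sites preferred by HOXC6 and 45% for those preferred by HOXC6 and HOXC9 over HOXC10. It was 16% for sites preferred by HOXC9 alone and 18% for those preferred by HOXC9 and HOXC10. The study counted 3031 sites preferred by HOXC6, 3310 preferred by HOXC9, and 1106 preferred by both posterior factors. These are measures of binding sites, whereas the comparisons above are of accessible domains.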

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

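Both tests in this part were chosen only after the result was seen. The mitochondrial sequence formed a single domain of 16274 bp in 5 of the lists (EB, progenitors, iHoxc6, iHoxc9 and iHoxc10), and the no Dox list had 0 such domains. It drew attention as a signal outside the chromosomes that the comparisons use, present where the control list had none. Counts on unplaced sequences, between 134 and 184, did not exceed the upper 95% Poisson limit of 201 for the control count. A control list restricted to the standard chromosomes would hold no unplaced sequences, yet it held 173 domains there, which argues against that explanation. Removal of mitochondrial reads before calling in the control only may explain the absence, but the 0 mitochondrial domains of that list are also what fewer mitochondrial reads in the control samples would give. The methods of the study describe a filter on mitochondrial reads for average read profiles and do not say whether it was used before calling domains in any group. The explanations cannot be told apart without that. A biological difference of the uninduced cells stays open and was not tested, and the control also belonged to another series of sample records.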

How the results depend on the processing

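The alternatives that kept domains at least 150 bp wide were chosen after seeing the data, and all others were planned. No paired analysis was possible because each list pooled both replicates of a group. For that reason leaving out a replicate could not be done either, and no alternative addresses variation between samples. Of 313 alternative values, 115 moved beyond 1.5 times (counts) or beyond the 95% interval (shares and their differences), 2 motif ratios rose past the threshold and 5 values reversed. The remaining 191 did none of these. For the 76 motif ratios among them this covers direction and side of the random lists only, as their size was not compared. Width settings lower counts by construction, as fewer domains are counted. Lists of equal length drop domains both from the list that is counted and from the lists it is compared with, so counts could fall or rise: induction-associated domains fell from 30455 to 9066 in iHoxc6 and rose from 10397 to 13346 in iHoxc10. For changes of order and of shares the cause was not tested.

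The counts per list stayed within 1.5 times when all sequences were included and when domains less than 500 bp apart were merged. Keeping domains at least 212.5 bp wide, they were 32779 in EBs, 34374 in progenitors, 37616 without Dox, 33490 in iHoxc6, 25272 in iHoxc9 and 28116 in iHoxc10.

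With lists of equal length, 26456 domains were new and 25763 lost from EBs to progenitors. From progenitors to day 4, new domains were 17664 without Dox, 17259 in iHoxc6, 22107 in iHoxc9 and 20933 in iHoxc10, so iHoxc6 changed from the most to the fewest, and lost ones 17026 without Dox, 17604 in iHoxc6, 23771 in iHoxc9 and 21706 in iHoxc10. The iHoxc6 list had 9066 induction-associated domains, and the difference in share of iHoxc9 minus iHoxc6 reversed from -7.42 to 11 percentage points. Against iHoxc10 it was 3.39 points. Regions were 5755 for iHoxc6 only, 10933 for iHoxc9 only and 9046 for iHoxc10 only, so that order changed too. The pair iHoxc6 and iHoxc9 shared 1193, and iHoxc9 and iHoxc10 shared 2023. Losses were 4489 in iHoxc6, 9244 in iHoxc9 and 7334 in iHoxc10, and the iHoxc9 lost share was 12.1 points above iHoxc6 and 4.87 above iHoxc10.

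With domains at least 500 bp wide, 2695 were new and 1179 lost from EBs to progenitors. From progenitors to day 4, new domains were 787 without Dox, 412 in iHoxc6, 538 in iHoxc9 and 547 in iHoxc10, and lost ones 321, 377, 1487 and 1086. Induction-associated domains were 30 in iHoxc6, 215 in iHoxc9 and 106 in iHoxc10, and the share difference of iHoxc9 minus iHoxc6 reversed to 1.65 points, with 1.07 against iHoxc10. Regions were 13 for iHoxc6 only, 71 for iHoxc9 only, 12 for iHoxc10 only, 30 for iHoxc6 and iHoxc9, 15 for iHoxc6 and iHoxc10, 99 for iHoxc9 and iHoxc10, and 86 for all 3. Losses were 196, 1210 and 808, and the iHoxc9 lost share was 6.17 points above iHoxc6 and 2.44 above iHoxc10.

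With domains at least 150 bp wide, induction-associated domains were 2306 in iHoxc6, 3123 in iHoxc9 and 2472 in iHoxc10, and the difference of iHoxc9 minus iHoxc6 reversed to 4.44 points, with 2.74 against iHoxc10. Regions were 1323 for iHoxc6 only, 1658 for iHoxc9 only, 1014 for iHoxc10 only, 613 for iHoxc6 and iHoxc9, 552 for iHoxc6 and iHoxc10, 858 for iHoxc9 and iHoxc10, and 727 for all 3. Losses were 2454, 7422 and 6499, and the iHoxc9 lost share was 14.2 points above iHoxc6 and 2.64 above iHoxc10. The larger loss in iHoxc9 than in iHoxc6 thus held under each of these settings, whereas the larger number of induction-associated domains in iHoxc6 did not.

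Requiring overlap of at least 50% of the shorter domain gave a difference of iHoxc9 minus iHoxc6 of -7.92 points for induction-associated domains and 15.4 for losses. When a domain within 500 bp counted as shared, the first was -4.70 points, iHoxc9 minus iHoxc10 was 6.35 points, and iHoxc10 alone held 4603 regions. Domains absent also from EBs gave -6.87 and 6.93 points. Absence from no Dox only gave -9.22 points. Absence from progenitors only gave -8.07 and 6.71 points, 17591 induction-associated domains in iHoxc10, and 4753 regions for all 3 lines, 3567 for iHoxc6 and iHoxc9 and 3432 for iHoxc6 and iHoxc10. Domains held by progenitors, no Dox and the other 2 induced lines were lost in 602 cases in iHoxc6, 4179 in iHoxc9 and 3410 in iHoxc10, and the iHoxc9 share was 10.2 points above iHoxc6. Counting domains of each list without merging kept all 7 counts of regions within 1.5 times.

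With promoters widened to 5 kb, shares were 31.6% in EBs, 31.0% in progenitors, 32.2% without Dox, 30.7% in iHoxc6, 35.2% in iHoxc9 and 36.9% in iHoxc10, and 18.5%, 13.7% and 15.8% of induction-associated domains. With all annotated genes they were 27.5%, 26.6%, 27.0%, 26.2%, 32.0% and 33.6%, and 11.8%, 9.55% and 10.5%. A further 14 shares in other classes moved upwards as well. Wider promoters and more genes raise the share by construction.

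For motif density, 76 of 80 alternative ratios kept their direction and their side of the random lists. The exceptions were all the posterior consensus in iHoxc6 private domains, which reversed to 0.985 with TAAT and ATAAA and to 0.990 away from promoters, and rose past the threshold at 1.08 in the central 200 bp and at 1.11 without matching. The posterior ratio in iHoxc9 private domains ranged from 1.77 to 5.01. All 24 Hox cluster counts stayed within 1.5 times with 50 kb flanks. Depth limits what a missing domain means: read depth is unknown, so absence from a list is absence of a call.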

Other observations

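The tests of list length, random positions, control line, motif composition, weak central sites, transgene copy and multi-copy sequence in this part were chosen only after the result was seen, as were the settings at 500 bp and of equal length for EB-like cells; the tests of random windows and EB-like cells themselves were written before their values were known, though the patterns had been seen.

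The iHoxc6 list had the most induction-associated domains, most of them narrow. A longer iHoxc6 list may account for the order of the lines, since the ratio of iHoxc6 to iHoxc9 fell from 1.85 to 0.594 with lists of equal length, a setting that also removes narrow domains. Calls at random positions are argued against as the whole source: 7.52% of the iHoxc6 domains under 50 bp overlapped another induced list, against at most 1.25% after shifts. Weakly opened sites with the central consensus stay open. The density at the narrow domains was 0.893 of that in windows 5 kb away but 1.22 after weighting for GC content, so the explanation cannot be told apart from sequence composition. An effect of HOXC6 itself was not separable from these.

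The iHoxc9 line lost more domains than iHoxc6. Fewer domains in the iHoxc9 list would predict similar losses with lists of equal length, but the ratio stayed at 2.06. That setting equalised the number of domains and not covered length or depth. The iHoxc6 list held 15922 domains at least 500 bp wide, and the iHoxc9 list 11714. Lower depth or sensitivity in iHoxc9 therefore stays open. Sharing of the cell line between the control and iHoxc6 would predict similar losses when the control is not used. The ratio there was 1.28, with 57.2% of progenitor domains lost in iHoxc9 and 44.7% in iHoxc6, which argues against shared cell line as the whole cause. With lists of equal length, 23771 and 17604 progenitor domains were lost in iHoxc9 and iHoxc6. The iHoxc10 line does not share the cell line of the control either. It lost 28.4% of the domains that the control also held and 56.6% of progenitor domains, both close to iHoxc9. The first of these values is also what shared cell line would give. The sizes of the ratios with and without the control cannot be compared, because iHoxc6 lost 14.1% of the domains that the control also held, and a part played by the cell line was not measured. A biological difference between the lines may remain, as a hypothesis that these pooled lists cannot test against variation between samples.

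The posterior consensus was dense in iHoxc9 private domains and not in iHoxc6 private domains. Among all induction-associated domains iHoxc6 had an excess over matched random lists as well, with a ratio of 1.26 against 2.26 in iHoxc9. Base composition was reduced but not removed as an explanation for iHoxc9 private domains. Their ratio was 5.01 without matching and 2.42 after matching on GC content and width. The 5 by 5 bins were coarse. Private domains had a GC content of 45.6% and the whole iHoxc9 list 57.9%, so differences within bins may remain. Local composition is argued against for domains at least 150 bp wide, where the density was 1.97 times that of windows 5 kb away. For domains under 50 bp that ratio was 0.994, and 1.39 after weighting for GC content, so local composition cannot be told apart there. Binding of HOXC9 at the wider domains stays a hypothesis that these values allow, and binding data were not used here. From its own binding data, the study reported the largest accessibility gain at sites exclusive to HOXC9, seen only with Hoxc9 induction. Those are binding sites and not the private domains.

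Private iHoxc6 domains were densest around Mroh2a, Khsrp, Hjurp, Igfbpl1 and Ifi202b, among genes with at least 5 such domains. Sequence present in several copies could collect reads in every sample, and these genes had a median percentile of 92.9 for domains per 100 kb in EBs, 98 in progenitors and 90.8 without Dox. The median was 97.4 in iHoxc9 and 98.5 in iHoxc10. Mroh2a and Hjurp lay above percentile 98 in every list, whereas Khsrp was at 83.3 in iHoxc9 and Ifi202b at 79.5 in iHoxc10. The median percentile in EBs stayed under the 95 set for the test, and the genes had been picked for the pattern, so multi-copy sequence cannot be told apart from other causes of dense domains. No biological explanation was tested.

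Accessible length of the 4 Hox clusters was low in iHoxc9. A shorter list with less covered length genome-wide may explain it, as the iHoxc9 ratio lay at percentile 6.23 of random sets of windows. That does not extend to iHoxc10, whose list has fewer domains and whose ratio lay at percentile 99.9. Both percentiles are approximate, because the pools of windows were small and did not exclude the clusters. More EB-like cells in the iHoxc9 samples are argued against as the main cause, since they would bring EB domains with them. The iHoxc9 list held 2.35% (2.22 to 2.49) of the EB domains absent from progenitors and no Dox, below the 4.51% (4.33 to 4.69) of iHoxc6, whose clusters stayed covered, but above the 1.73% (1.62 to 1.85) of iHoxc10, whose clusters stayed covered as well. Of such EB domains at least 500 bp wide it held 4.42% (3.33 to 5.85), against 6.54% in iHoxc6 and 2.98% in iHoxc10, and it had 0 promoter domains at Pou5f1 and Nanog. A small share of such cells is not excluded. List length bears on the share: with lists of equal length it was 1.87% (1.75 to 1.99) in iHoxc9 and 2.10% (1.98 to 2.23) in iHoxc6, intervals that overlap, and at 500 bp or more both held 35 of 1040. An effect of HOXC9 on the clusters stays open and was not tested here. The paper reported that anterior Hox genes were repressed when Hoxc9 was overexpressed. That is a measure of expression, and these lists do not decide whether accessibility followed it.

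The lists of iHoxc6 and iHoxc10 covered coding exons of their own genes, 77.2% at Hoxc6 and 45.6% at Hoxc10, and 0% of the introns. At Hoxc6 separate domains lay on either side of the intron, as reads of the intron-free transgene copy assigned to the native gene would give. At Hoxc10 the coverage came from a single domain of 473 bp (chromosome 15, 102966853 to 102967325). The rest of the coding sequence had none. A transgene copy would carry the whole coding sequence, and a domain inside an exon leaves introns uncovered in native chromatin too. Hoxc10 therefore cannot tell the explanations apart. The pattern was seen in the HoxC map before it was tested. For iHoxc9 the coverage of 60.0% cannot be told apart from native accessibility, because progenitors, which had not been induced, reached 62.7%. The iHoxc9 list covered 0% of the Hoxc9 intron sequence too. So did the EB and no Dox lists, which covered part of the coding sequence without induction. Opening of the native genes was not tested.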
